A study of Homo sapiens with 9 samples. Its data were reported in "Tertiary lymphoid structures sustain cutaneous B cell activity in hidradenitis suppurativa" (2024).

How the data were processed

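Single-cell RNA was measured with 10x 5′ libraries of live CD45-negative cells sorted from skin, in 3 samples of hidradenitis suppurativa (HS, a chronic inflammatory skin disease) and 6 of healthy skin. The deposited matrices hold raw UMI counts (unique molecular identifiers, each a captured RNA molecule) per gene and barcode, which the authors made with Cell Ranger 3.0.2 on GRCh38. The files gave 33538 features and 46093 barcodes. No cell annotation by the authors was used, so the classes below are called fibroblast-like, endothelial-like and so on. The labels pair no sample with another, and the replicate numbers only name samples.

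Barcodes with more than 500 genes and under 5% mitochondrial UMIs were kept, as in the study, which left 33102. Scrublet scores (scanpy 1.11.5) were computed per sample, and the barcodes with the highest scores, 0.8% per 1000 barcodes, were removed. That marked 2034 barcodes (4.41%), some of which failed the other filters, and 31525 cells were kept. Scrublet's automatic threshold was not used because it marked 250 barcodes (0.542%), in some HS libraries nearly none.

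Counts were scaled to equal totals per cell and logged, 2000 variable genes were chosen by dispersion averaged over samples, and 30 principal components and 20 neighbours fed a shared-neighbour graph. Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 gave 29 clusters, without integration of samples, so that HS and healthy cells of a class lay mostly in different clusters. Each cluster took the class with the highest mean standardised marker expression from fixed marker lists. The rule asked for at least 3 markers in 10% of the cluster's cells, a score of 0.4, a margin of 0.5 over the next class, and no other class with more markers among the cluster's 10 leading genes. The margin, and a separate class for T-like clusters with a median UMI count above 3 times that of all cells ("high-UMI T-like"), were set after the clusters had been seen. Of the clusters, 5 stayed unnamed.

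For each class with at least 30 cells in a sample, counts were summed per sample, and HS was compared with healthy skin by edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr with a minimum count of 10, robust dispersion) in R 4.3.3. Genes passed at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are HS over healthy. Their standard errors (SE) are approximate, computed as the absolute log2 fold change over the square root of the test's F statistic. CPM of single genes in the fits are counts scaled by TMM to a common library total. Sums over a gene list are scaled by the library total alone, without TMM. A model with a term per sample tested whether the HS effect differed between fibroblast-like and endothelial-like cells. The keratinocyte-like class was not tested, since each healthy sample held fewer than 30 such cells. Before fitting, 718 genes were left out (Y-linked genes, XIST and TSIX, antigen receptor segments, and genes often absent from a person's genome), and 10142 features named only by a clone were never named.

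Of 29 gene lists, each was tested by camera (limma 3.58.1) with a preset correlation of 0.01, in those classes where at least 4 members were in the fit. Camera with an estimated correlation, and fry, were the alternatives. The genes named in the text come from a rule: per class, the 10 largest rises and the 10 largest falls among genes past the threshold, with samples that did not overlap and a mean of at least 10 CPM; each gene the study names in fibroblasts; and the 4 members of each list with the smallest p. The text gives a part of those 133 genes. Genes the study names in fibroblasts here means its chemokines and the prostaglandin receptor family, whose members its text does not list. Where no UMI was counted in a group, a fold is a lower bound from a floor of 3 counts over the group. For 1 to 3 UMIs it is a ratio of counts with its 95% counting interval. Intervals and floors cover counting error alone.

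For shares of cells with a UMI of CXCL13, CXCL10 or CCL3, each cell was thinned to 1500 UMIs at random and cells below that depth were left out. Shares carry 95% Wilson intervals, and a share of 0 the limit that 3 counts would give. Groups were compared by exact two-sided permutation tests of the difference in means (84 splits, smallest possible p 0.0238), adjusted over 6 class shares or 9 chemokine shares. Fibroblast-like cells were clustered again without the genes of the lists. The planned setting (values centred per sample, 20 components, resolution 0.5) left no sub-cluster with enough samples, so of 7 settings the text uses values centred and scaled per sample, 10 components and resolution 0.3, the setting with the most testable sub-clusters (at least 20 cells per sample). That choice followed a look at the class values.

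The margin for cluster names, the high-UMI T-like class and the sub-cluster setting were set after data had been seen, as given above. Groups, class markers, gene lists, tests, other thresholds, the naming rule and most alternatives were fixed before the data were examined. The alternatives fixed then were DESeq2 1.42.0, RLE size factors, library size alone, no filter on low counts, a looser cell filter (200 genes, 10% mitochondrial UMIs), no doublet removal, a clustering resolution of 0.5, at most 200 cells per sample, other depths and minimum UMIs for the shares, blood endothelial clusters alone, no sample term in the model of both classes, and leaving out each replicate. The alternatives added after the data were seen were summed counts thinned to the smallest sample, leaving out healthy libraries that stood apart, and the other sub-cluster settings. Thinning used a binomial draw, because edgeR's thinCounts spread 7.11 to 11.1 times as widely as random sampling in a check; its counts had been seen before the change.

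The fits were tested on simulated data in which 200 genes per class were changed. In fibroblast-like cells 3% of 2-fold, 53.0% of 4-fold and 98.5% of 16-fold changes were recovered. Of the calls there, 10.5% were false (23.5% by DESeq2). Recovery of 2-fold changes was 7.5% in endothelial-like and 6.2% in mural-like cells. The test of the difference between classes recovered 0% of 2-fold and 22.4% of 4-fold changes. A gene without a call may therefore still differ by 2-fold, and in many cases by 4-fold. How many genes change in the real data is not known, so these rates need not hold there. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9. Gene positions are from GENCODE 44. A few genes are not reported here, and counts of named genes leave them out.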

Results

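RNA in single live CD45-negative skin cells was measured in 3 samples of inflamed HS skin and 6 of healthy skin. The sort against CD45 removes most leukocytes and leaves fibroblasts, endothelial cells, mural cells (pericytes and smooth muscle around vessels) and keratinocytes. In the barcodes given, HS replicates 1 to 3 held 44585030, 29472794 and 44048818 UMIs, and healthy replicates 1 to 6 held 21447406, 30787218, 33994745, 8484648, 13522532 and 32084997. After filtering, 11508 HS cells (3875, 2822 and 4811) and 20017 healthy cells (1820, 4378, 5245, 1616, 1918 and 5040) were kept. Median UMIs per fibroblast-like cell were 6128 to 13132.5 in HS samples and 2395 to 6655.5 in healthy ones. The HS fibroblast-like cells were thus mostly deeper, but HS replicate 3 (6128) lay below healthy replicate 1 (6655.5). HS skin came from punches of lesions and healthy skin from dermatomed surgical discards, so the group and the way of sampling cannot be told apart. No sequencing batch is given. The study digested skin overnight with collagenase before the sort, so all RNA levels below are levels after digestion. How far digestion changed them, alike in both groups or not, was not tested.

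The cell classes were counted to see which populations each comparison rests on. Fibroblast-like cells made up 45.3% ± 20.3 (SD, n = 3) of HS cells and 31.7% ± 31.0 (SD, n = 6) of healthy cells (exact permutation p = 0.5, adjusted 0.714). Endothelial-like cells made up 14.6% ± 4.30 in HS and 52.2% ± 26.1 in healthy skin (exact p = 0.0952, adjusted 0.190), and mural-like cells 20.4% ± 25.7 and 12.6% ± 11.97 (exact p = 0.595, adjusted 0.714). Without HS replicate 2 the mural difference turned from positive to -6.94 percentage points. T or NK-like cells, which the sort should have removed, were 8.93% ± 7.12 in HS and 0.814% ± 1.85 in healthy skin, and keratinocyte-like cells 1.44% ± 1.63 and 0.0998% ± 0.120 (both exact p = 0.0476, adjusted 0.143). None of the 6 classes differed after adjustment. Keratinocyte-like cells (135 in HS, 13 in healthy skin) were too few for a comparison of genes.

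**Figure D1:**
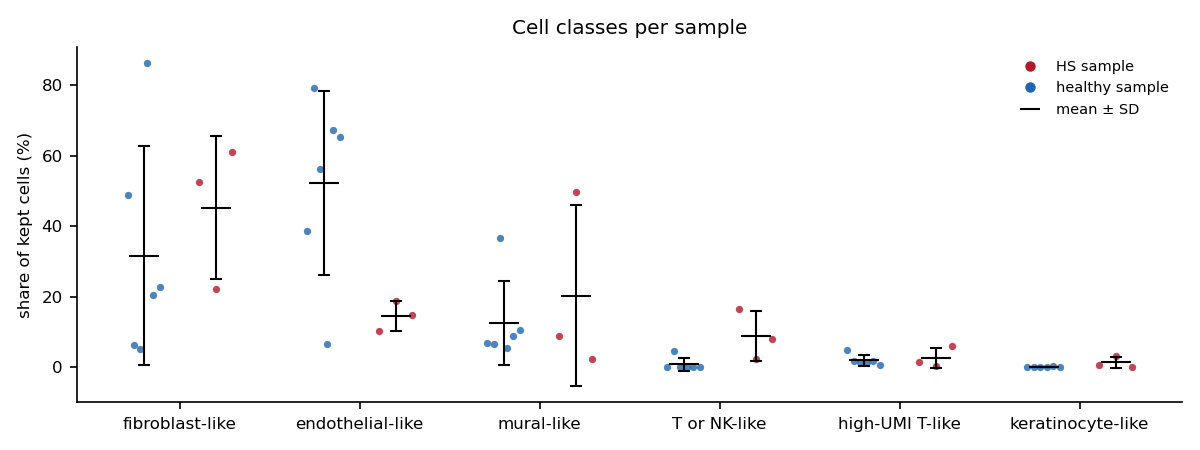
Share of kept cells (%) in 6 cell classes, with a point per sample and the mean ± SD in black. Endothelial-like cells ranged from 6.50% to 79.2% among healthy samples and from 10.2% to 18.8% among HS samples.

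The study asked whether stromal cells help to draw B cells into HS skin, so genes were first compared in fibroblast-like cells. CXCL13, the chemokine that draws B cells into lymphoid follicles, was nearly absent from healthy fibroblast-like cells and abundant in HS ones, at 1410 ± 749 CPM (SD, n = 3) against 0.09 ± 0.220 (SD, n = 6). The healthy samples held 3 CXCL13 UMIs, all in healthy replicate 1, which gives a ratio of counts of 9491 (3247 to 46020, adjusted p = 1.73e-06). The interval treats these UMIs as independent and leaves out the spread between samples, so it is too narrow. CCL3, which attracts monocytes and T cells, rose by 10.48 ± 0.81 (log2 ± SE) to 528 ± 215 CPM (adjusted p = 1.44e-05). CXCL10 in fibroblast-like cells, an interferon-induced attractant of T cells, rose by 5.13 ± 1.23 to 581 ± 494 CPM from 15.9 ± 20.6 (adjusted p = 0.0126), with samples that overlapped. That call ended without HS replicate 1 (4.48, adjusted p = 0.0509), with at most 200 cells per sample (4.50, adjusted p = 0.105) and without healthy libraries 2, 3 and 4 (4.49, adjusted p = 0.0671), and its adjusted p ran up to 0.105 over the alternatives. Of the 6 prostaglandin receptors in the fit, PTGDR alone passed the threshold, at 11.6 ± 9.83 CPM against 3 UMIs in all healthy samples (ratio 95.9, 32.7 to 466; adjusted p = 3.98e-04). PTGER2 (-0.97 ± 0.49), PTGER3 (-0.51 ± 0.41), PTGER4 (-0.19 ± 0.31), PTGFR (-0.91 ± 0.37) and PTGIR (-0.98 ± 0.52) did not pass (adjusted p from 0.0889 to 0.676). Without HS replicate 1, PTGER2 in fibroblast-like cells fell by 1.99 (adjusted p = 0.0175) and PTGER4 in fibroblast-like cells turned to 0.04. PTGER4 also turned to 0.07 without healthy libraries 2, 3 and 4.

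In GRCh38, CXCL13 (ENSG00000156234) lies on chromosome 4 from 77511753 to 77611834, CXCL10 (ENSG00000169245) on chromosome 4 from 76021118 to 76023497, CCL3 (ENSG00000277632) on chromosome 17 from 36088256 to 36090169, and PTGDR (ENSG00000168229) on chromosome 14 from 52267698 to 52276724. CSF2 (ENSG00000164400) lies on chromosome 5 from 132073789 to 132076170 and ADH1B (ENSG00000196616) on chromosome 4 from 99304971 to 99321401. CCL3 has a near copy, CCL3L1, and reads may be shared between the pair.

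Signals for neutrophils rose with these chemokines. CSF2, the growth factor GM-CSF, rose by 12.15 ± 0.90 to 2482 ± 541 CPM (adjusted p = 1.03e-05), CSF3 (G-CSF) by 7.27 ± 1.06 to 3765 ± 1003 CPM (adjusted p = 9.28e-04) and CXCL6 by 5.10 ± 0.40 (adjusted p = 1.10e-05). Of 8 neutrophil chemoattractants, 6 rose and 2 were not called (list adjusted p = 4.83e-08, and adjusted p = 0.0707 with an estimated correlation). Of 15 lymphoid chemokines, 7 rose, 1 fell and 7 were not called, or 9 and 3 adjusted over the list alone (list adjusted p = 2.87e-05, and adjusted p = 0.0707 with an estimated correlation). CCL5 rose by 7.03 ± 0.82, and CCL4 had a ratio of 279 (77.2 to 2310) over 2 healthy UMIs. Among 12 IL-1 and gp130 cytokines, 7 rose and 1 fell, with IL1B up by 9.22 ± 0.81, IL11 by 6.23 ± 0.86 and IL1A at least 99.96-fold higher (list adjusted p = 0.00115, and adjusted p = 0.124 with an estimated correlation). A list of 9 measured genes held the chemokines that the study names in fibroblasts and the prostaglandin receptors, which its text gives only as a family. Of these, 4 rose, the same 4 adjusted over the list alone. This is not independent evidence, because the study chose the chemokines and the family on these samples. The camera test of the list pointed up (adjusted p = 0.00314, and adjusted p = 0.0997 with an estimated correlation). The mean of the list was 3.49, but its median was -0.19.

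Matrix breakdown, oxygen shortage and antigen presentation made up the next groups. Of 21 matrix proteases and inhibitors, 7 rose and 1 fell, or 10 and 2 adjusted over the list alone (list adjusted p = 2.87e-05, and adjusted p = 0.124 with an estimated correlation). MMP9, which cleaves basement membrane, rose by 9.34 ± 0.75 to 508 ± 258 CPM, MMP13 (a collagenase) was at least 607-fold higher, and PLAU rose by 4.97 ± 0.71. Of 18 hypoxia and glycolysis genes, 13 rose, or 15 adjusted over the list alone, among them ADM (3.12 ± 0.61) and EGLN3 (2.77 ± 0.41) (list adjusted p = 1.64e-07, and adjusted p = 0.329 with an estimated correlation). Of 15 genes of MHC class I presentation, 11 rose, or 12 adjusted over the list alone, with PSMB8 up by 1.66 ± 0.30 (list adjusted p = 1.79e-05, and adjusted p = 0.368 with an estimated correlation). Of 26 interferon-stimulated genes in fibroblast-like cells, 8 rose and 1 fell, or 11 and 1 adjusted over the list alone. They included IDO1, which degrades tryptophan (10.91 ± 1.34). That list had an adjusted p of 0.00347, of 0.0937 without HS replicate 1, and an adjusted p = 0.628 with an estimated correlation. Other large rises were PI3 (an elastase inhibitor, at least 394-fold), SBSN (ratio 2890, 519 to 114200, over 1 healthy UMI), FDCSP (a peptide of follicular dendritic cells, ratio 2490, 447 to 98350) and LBP (ratio 768, 138 to 30340). Of 4 epidermal alarmins and wound keratins in the fit, 1 rose, or 3 adjusted over the list alone (list adjusted p = 0.0161, and adjusted p = 0.124 with an estimated correlation).

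Other genes fell. ADH1B, an alcohol dehydrogenase, fell by 7.80 on the log2 scale (SE 0.98, adjusted p = 3.20e-04), from 244 ± 152 to 0.942 ± 0.881 CPM, and the complement gene CFD fell by 3.87 (SE 0.65), from 4410 ± 3355 to 301 ± 93.9 CPM. MAMDC2 fell by 7.90, ZBTB16 by 7.26, ENHO by 6.96, COL21A1 by 6.25 and F13A1 by 6.01. Of 12 papillary fibroblast markers, which mark the upper dermis, 10 fell and 1 rose, the same counts adjusted over the list alone (median -2.54, list adjusted p = 2.96e-05, and adjusted p = 0.254 with an estimated correlation). AXIN2 fell by 2.49 and NKD2 by 3.29. Of 10 reticular and deep markers, 3 fell, or 4 adjusted over the list alone, among them PCOLCE2 (-3.66 ± 0.78), and their list missed the threshold (median -1.79, adjusted p = 0.0605). Of 16 immediate early and stress genes, 7 fell, with FOSB down by 2.89 and JUNB by 1.68, and the list missed the threshold (adjusted p = 0.0517). IL6R-AS1 in fibroblast-like cells fell by 7.69, but the call ended without HS replicates 1, 2 or 3 (adjusted p = 0.1001, 0.0768 and 0.0860). So did that of MTRNR2L12 in fibroblast-like cells (-7.41, adjusted p = 0.0957, 0.0674 and 0.0947). The call of PCSK1N in fibroblast-like cells (-5.88) ended without HS replicates 1 or 2 (adjusted p = 0.0890 and 0.0637). MTRNR2L12 is a near copy of mitochondrial sequence.

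The other lists, apart from endothelial transcripts, did not pass in fibroblast-like cells. Of 17 B cell support factors, 3 rose (DLL1 by 2.53 ± 0.40) and 1 fell (TNFSF13 by 2.44), with a list adjusted p of 0.974, a median of -0.32, a mean of 0.05 and a test that pointed down. NF-kB targets had no call among 16 genes by edgeR (list adjusted p = 0.804). Prostaglandin synthesis had 1 rise and 1 fall among 10 (PTGIS fell by 2.09; list adjusted p = 0.857). Complement had 1 rise and 3 falls among 12 (0.463), extracellular matrix 1 fall among 21 (0.463), myofibroblast genes 3 rises and 1 fall among 13 (0.317), and MHC class II presentation 1 fall among 8 (0.804). Cell division had 3 rises among 7 (0.0584), angiogenesis 3 rises and 1 fall among 14 (0.162), and leukocyte adhesion on endothelium 1 rise and 1 fall among 11 (0.631). Transcripts of other cells were counted in the same fibroblast-like sums. Endothelial transcripts summed to 25.2 ± 6.61 CPM in HS and 168 ± 101 in healthy samples, and 4 of 8 fell (list adjusted p = 0.00308, and adjusted p = 0.329 with an estimated correlation). Leukocyte transcripts summed to 170.2 ± 4.07 and 93.4 ± 28.9 CPM, with 3 of 7 up (list adjusted p = 0.436). Fibroblast transcripts (2 falls among 10, adjusted p = 0.259) and mural transcripts (1 fall among 8, adjusted p = 0.656) did not pass. Keratinocyte and plasma cell transcripts had 2 genes each in the fit and no call, and red cell transcripts had none in the fit, with sums of 0.546 CPM in HS and 286 ± 696 in healthy samples.

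In all, 1443 genes were higher and 1633 lower in HS among 12262 tested in fibroblast-like cells. Of these, 1163 and 1271 had samples that did not overlap, as 24.8% of all genes tested did, where chance gives 2.38%. Without HS replicate 1 the counts were 722 and 682, and without HS replicate 2 they were 938 and 871. Scaling by library size alone put the median of all genes at -0.22 and gave 1086 and 1731. HS and healthy fibroblast-like cells lay mostly in different clusters.

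**Figure D2:**
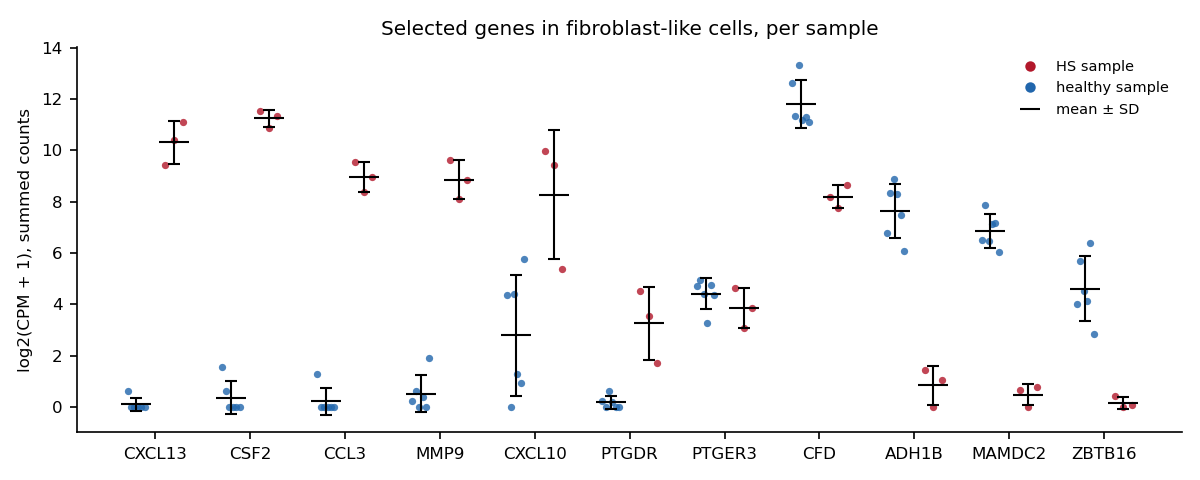
Log2(CPM + 1) of 11 genes in summed fibroblast-like cells, with a point per sample (3 HS, 6 healthy) and the mean ± SD in black. CXCL13, CSF2, CCL3 and MMP9 separate the groups without overlap, CXCL10 overlaps, and ADH1B, MAMDC2 and ZBTB16 lie near 0 in HS.

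Which stromal cells express the chemokines was asked next, at 1500 UMIs per cell. A CXCL13 UMI was found in 27.6% ± 8.07 (SD, n = 3) of HS fibroblast-like cells and in 0% of healthy ones (n = 6; exact p = 0.0238, the smallest possible, adjusted 0.0357). That call ended at 3000 UMIs (adjusted p = 0.0643), with at least 2 UMIs (0.0714) and without any 1 sample (0.0536 to 0.107), and so did those of CXCL10 and CCL3. At 3000 UMIs and with at least 2 UMIs the exact p of each gene stayed at 0.0238. Only the adjustment, which depends on the other chemokine tests, moved these calls. Without an HS sample the smallest possible p was 0.0714, so no call could be made. By sample the HS shares of CXCL13 were 24.6% (Wilson 95% interval 22.8 to 26.6), 21.5% (18.4 to 24.9) and 36.8% (35.0 to 38.6). Healthy replicates 1 to 6 had 0 of 850, 266, 264, 1346, 311 and 1048 cells, which at 3 counts each allows shares of cells with a UMI of up to 0.353%, 1.13%, 1.14%, 0.223%, 0.965% and 0.286%. The share was also higher in HS endothelial-like cells, at 1.59% ± 2.33 against 0.0138% in healthy ones, and in mural-like cells, at 0.981% against 0% (both exact p = 0.0238, adjusted 0.0357). HS replicate 3 carried both, as without it they were 0.2445% and 0.190%, and both calls ended at 3000 UMIs (adjusted p = 0.667 and 0.0643), with at least 2 UMIs (0.667) and without any 1 sample. HS medians before thinning were 6128 to 13132.5 UMIs in fibroblast-like, 6002 to 8084 in endothelial-like and 4832.5 to 7498 in mural-like cells. A class that should lack the gene, the keratinocyte-like cells, had CXCL13 in 0 of 92 cells of HS replicate 2 at 1500 UMIs, and 6.05 CPM before thinning (median 14292 UMIs per cell). HS replicate 3 held only 11 such cells, so this background was not measured there. Its T or NK-like cells had CXCL13 in 13.2%. Background in its endothelial-like and mural-like cells was therefore not excluded. CCL3 was found in 15.1% ± 3.71 of HS and 0.0392% ± 0.0959 of healthy fibroblast-like cells (exact p = 0.0238, adjusted 0.0357), in 6.03% ± 2.27 of HS and 0.0553% of healthy mural-like cells (adjusted 0.0357, but 0.0643 at 3000 UMIs, and no call with at least 2 UMIs or without any 1 sample), and in 0.479% of HS and 0.0190% of healthy endothelial-like cells (exact p = 0.167).

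CXCL10 UMIs were found in all 3 classes of HS skin, in 11.9% ± 9.61 of HS and 0.354% ± 0.392 of healthy fibroblast-like cells (exact p = 0.0238, adjusted 0.0357), in 17.3% ± 16.4 of HS and 0.484% ± 0.941 of healthy endothelial-like cells (exact p = 0.0952, adjusted 0.122) and in 11.01% ± 9.96 of HS and 0.123% of healthy mural-like cells (exact p = 0.167). Its shares in HS replicates 1, 2 and 3 were 20.4%, 13.9% and 1.47% in fibroblast-like cells and 18.8%, 32.9% and 0.165% in endothelial-like cells, so HS replicate 3 was low in both. In T or NK-like cells of HS replicate 1 the share was 0.638% (0.248 to 1.63), and in the 30 keratinocyte-like cells of that sample 36.7% (21.9 to 54.5).

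**Figure D3:**
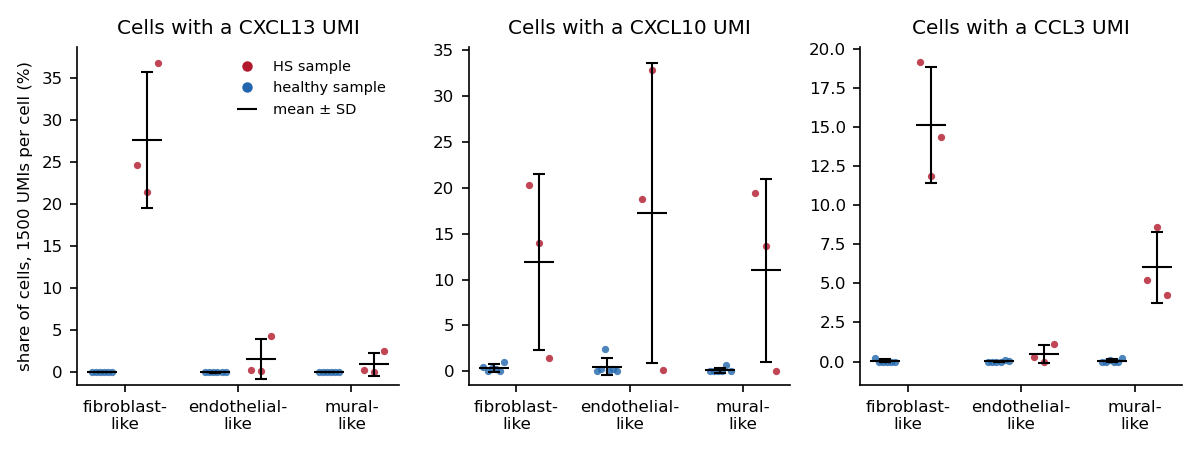
Share of cells (%) with a UMI of CXCL13, CXCL10 or CCL3 at 1500 UMIs per cell in 3 classes, with a point per sample and the mean ± SD in black. CXCL13 reached 21.5% to 36.8% in HS fibroblast-like cells and 0% in all 6 healthy samples, while CXCL10 had a mean of 17.3% in HS endothelial-like cells and 11.9% in HS fibroblast-like cells.

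Whether the chemokine genes rise in more than 1 kind of fibroblast was tested in sub-clusters. Of 6 sub-clusters, 3 could be tested, and CXCL13 and CXCL10 were higher in HS in all 3. The 3 tested held 80, 331 and 1153 HS cells, while the others held 2311, 1010 and 716 HS cells and 24, 12 and 3 healthy ones, so most HS cells lay outside the test. In sub-cluster 1, CXCL13 had a ratio of 5428 (1852 to 26371) over 3 healthy UMIs (adjusted p = 1.35e-08). These UMIs lay in 0.182% of the sub-cluster 1 cells of healthy replicate 1, so that interval is too narrow. CXCL10 rose by 9.02 ± 1.27 (adjusted p = 1.44e-04), and CCL3 was not in the fit. In sub-cluster 3, CXCL13 was found in no healthy cell, CXCL10 rose by 4.50 ± 1.16 (adjusted p = 0.00902) and CCL3 by 9.21 ± 0.68 (adjusted p = 2.97e-08). In sub-cluster 4, which had 3 HS and 2 healthy samples, CXCL13 and CXCL10 had no healthy UMI (adjusted p = 1.04e-04 and 0.0106) and CCL3 rose by 7.46 ± 1.36 (adjusted p = 0.00181). No prostaglandin receptor in the fit rose, but PTGDR was in none of the 3 fits and PTGER2 not in that of sub-cluster 3. PTGER4 fell in sub-clusters 1 and 3 (-1.58 and -1.25), PTGIR in 3 and 4 (-1.90 and -2.23), and PTGFR in 1 (-1.73), where the HS samples held only 23, 20 and 37 cells. PTGER2 in 1 had 3 HS UMIs, a ratio of 0.314 (0.0642 to 0.934), and its call ended by DESeq2 (adjusted p = 0.0782). The 22 tests gave 8 rises and 6 falls by edgeR. Without healthy replicates 1 or 6 sub-cluster 4 dropped out and 5 rises were left, and without HS replicates 1 and 2 there were 1 and 3 falls. Over all sub-clusterings tried, CXCL13 was higher in 10 of 10 sub-clusters tested and CXCL10 in 9 of 10. These sub-clusters overlap because all 6 sub-clusterings used the same cells. Their values were scaled per sample, so a sub-cluster may join unlike cells of HS and healthy skin.

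The same comparison in endothelial-like cells asked how vessels differ. Fewer genes passed: 81 were higher and 118 lower in HS among 11034. Among the rises, the receptor gene KIT was up by 4.67 ± 0.55 (adjusted p = 0.00509), the protease gene ADAMTS5 by 6.33 ± 0.63 (adjusted p = 0.00346), IL11 by 3.97 ± 0.48 (adjusted p = 0.00509) and PMCH by 7.34 ± 0.76 (adjusted p = 0.00346). ACKR1, a chemokine receptor of venules (ENSG00000213088, chromosome 1, 159204875 to 159206500), fell by 4.32 (SE 0.79), from 1087 ± 731 to 54.5 ± 20.9 CPM (adjusted p = 0.0289), and the actin-severing gene GSN fell by 3.78 (SE 0.48, adjusted p = 0.00509). The call of ACKR1 in endothelial-like cells ended without HS replicates 1, 2 or 3 (adjusted p = 0.0789, 0.135 and 0.0954), without healthy replicate 5 (0.0517) and without healthy libraries 2, 3 and 4 (0.0508), its direction unchanged. HLA-DPB1 in endothelial-like cells fell by 2.44 (SE 0.48, adjusted p = 0.0316), a call that ended without HS replicates 1, 2 or 3 (adjusted p = 0.0589, 0.169 and 0.0953), healthy replicates 4 or 5 (0.0540 and 0.0624) or healthy libraries 2, 3 and 4 (0.0540). CXCL10 (4.93 ± 1.81, adjusted p = 0.179), SELE (-2.63 ± 0.65, adjusted p = 0.0609) and PTGER4 (-0.05 ± 0.78, adjusted p = 0.984) did not pass. SELE in endothelial-like cells passed without healthy replicates 3 (-2.01, adjusted p = 0.0343) or 6 (-2.85, adjusted p = 0.0306), by DESeq2 (adjusted p = 3.56e-04), with no doublets removed (0.0389), with thinned sums (0.0474) and without healthy libraries 2, 3 and 4 (0.0288).

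By list, MHC class II presentation was lower in endothelial-like cells, with 1 of 10 genes called and 8 adjusted over the list alone (median -1.89, list adjusted p = 9.00e-07, and adjusted p = 0.456 with an estimated correlation). Immediate early and stress genes were lower (1 of 16 called, 6 adjusted over the list alone; list adjusted p = 7.25e-05, and adjusted p = 0.456 with an estimated correlation). Extracellular matrix (1 of 21 up, 8 adjusted over the list alone; 4.00e-04) and matrix proteases and inhibitors (3 up and 1 down of 16, 7 and 3 adjusted over the list alone; 0.00195) were higher, with an adjusted p = 0.456 and 0.150 with an estimated correlation. The list of lymphoid chemokines in endothelial-like cells passed, with 0 of 12 genes called by edgeR and 6 adjusted over the list alone (list adjusted p = 0.0167; 0.327 without HS replicate 1, 0.0783 without healthy replicate 2 and 0.185 with library size alone, and adjusted p = 0.456 with an estimated correlation). The list of angiogenesis in endothelial-like cells was higher (2 of 18 up, list adjusted p = 0.0195, and 0.163 without HS replicate 3, and adjusted p = 0.456 with an estimated correlation). Of transcripts that mark cell types, endothelial transcripts in endothelial-like cells were lower (list adjusted p = 0.0102, and 0.0536 without HS replicate 1) and fibroblast transcripts in endothelial-like cells higher (list adjusted p = 0.00779, and 0.0905 without HS replicate 3), at 222 ± 144 CPM in HS and 59.1 ± 39.9 in healthy samples, both with an adjusted p = 0.456 with an estimated correlation. The counts of genes were small and uneven. Without HS replicates 1, 2 and 3 they were 27 and 24, 18 and 4, and 43 and 17, without healthy replicates 4 and 5 they were 34 and 49, and 23 and 21, and without healthy replicates 1 and 6 the lower count was 67 and 282. Library size alone put the median of all genes at 0.33 and gave 292 higher and 64 lower. Groups did not overlap for 11.5% of genes tested (2.38% by chance), among them 76 of the higher and 118 of the lower.

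Whether the HS effect differs between fibroblast-like and endothelial-like cells was tested directly. It differed for 851 of 12950 genes, 561 with a higher effect in fibroblast-like cells and 290 with a lower one. CSF2 differed by 9.54 ± 0.76 (adjusted p = 1.74e-04), CSF3 by 9.53 ± 1.01 and CCL5 by 4.95 ± 0.53 (both adjusted p = 3.94e-04). CXCL13 (7.99 ± 3.25, adjusted p = 0.182), CCL3 (5.67 ± 2.03, adjusted p = 0.130) and CXCL10 (0.35 ± 2.88, adjusted p = 0.972) did not pass, so a difference between the classes in these 3 genes was not shown by this model. The count was 322, 357 and 387 without HS replicates 1, 2 and 3, 504 without healthy replicate 5, and with library size alone it was 265 higher and 1209 lower, with the median of all genes at -0.54.

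Mural-like cells were compared for the same reason, as the other vessel-bound stromal class. Fibroblast transcripts in their sums were at 5904 ± 1743 CPM in HS and 2193 ± 1986 in healthy samples (2 of 9 up and 1 down, list adjusted p = 0.138), and mural transcripts at 3093 ± 400.1 and 5879 ± 2375 (1 of 10 up and 2 down, list adjusted p = 0.186), so fibroblast RNA in the mural-like sums stays open as a part of what follows. CSF2 was at least 1018-fold higher, CHI3L1, a secreted glycoprotein gene, at least 381-fold higher, C15orf48, which encodes a mitochondrial protein, rose by 7.86 ± 0.47 (adjusted p = 4.29e-07), CCL3 by 6.42 ± 0.62 to 88.6 ± 61.1 CPM (adjusted p = 8.10e-05), CXCL1 by 4.20 ± 0.59 and the collagenase gene MMP1 by 5.37 ± 0.87. CXCL12 fell by 3.26 (SE 0.56), CH25H by 6.29, and ADH1B in mural-like cells was at least 75.4-fold lower (adjusted p = 0.00876, and 0.0517 without HS replicate 2). The contractile gene MYH11 in mural-like cells fell by 2.69 (SE 0.58, adjusted p = 0.00892, and 0.0539 without healthy libraries 2, 3 and 4). MT1G in mural-like cells fell by 9.58 (adjusted p = 0.0325), a call that ended without HS replicates 1, 2 or 3 (adjusted p = 0.131, 0.157 and 0.138), with no filter (0.0726), at most 200 cells (0.0569) and thinned sums (0.110). The MT1 genes are near copies of each other. PTGER4 in mural-like cells fell by 1.66 (SE 0.45, adjusted p = 0.0221), a call that ended without HS replicates 1 or 2 (adjusted p = 0.107 and 0.0681), healthy replicate 3 (0.0567), the 2 healthy libraries that stand apart most (0.0588), or healthy libraries 2, 3 and 4 (0.0882), and narrowly with at most 200 cells per sample (-1.72). PTGER3 (0.77 ± 0.45) and PTGIR (-0.87 ± 0.31) did not pass (adjusted p = 0.248 and 0.0613). PTGIR in mural-like cells passed by DESeq2 (adjusted p = 0.0260).

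By list, neutrophil chemoattractants (4 of 6 up, adjusted p = 1.27e-06), hypoxia and glycolysis (12 of 16 up, 1.27e-06), MHC class I presentation (6 of 14 up, 10 adjusted over the list alone, 6.36e-05), extracellular matrix (3 of 20 up, 9 adjusted over the list alone, 2.78e-04) and interferon-stimulated genes in mural-like cells (8 of 18 up, 0.00250, and 0.0688 without HS replicate 1) were higher in HS. Immediate early and stress genes were lower (10 of 16, 13 adjusted over the list alone; adjusted p = 1.27e-06), with JUNB down by 1.97 and FOS by 2.78. For these lists in turn the adjusted p was 0.193, 0.580, 0.580, 0.636, 0.677 and 0.580 with an estimated correlation. In all, 655 genes were higher and 661 lower among 7452, of which 552 and 520 had samples that did not overlap (20.6% of all tested; 2.38% by chance). Without HS replicates 1, 2 and 3 the counts were 415 and 408, 259 and 217, and 431 and 400, and without healthy replicate 3 the higher count was 420. Without HS replicate 3, 10 lists passed instead of 6.

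**Figure D4:**
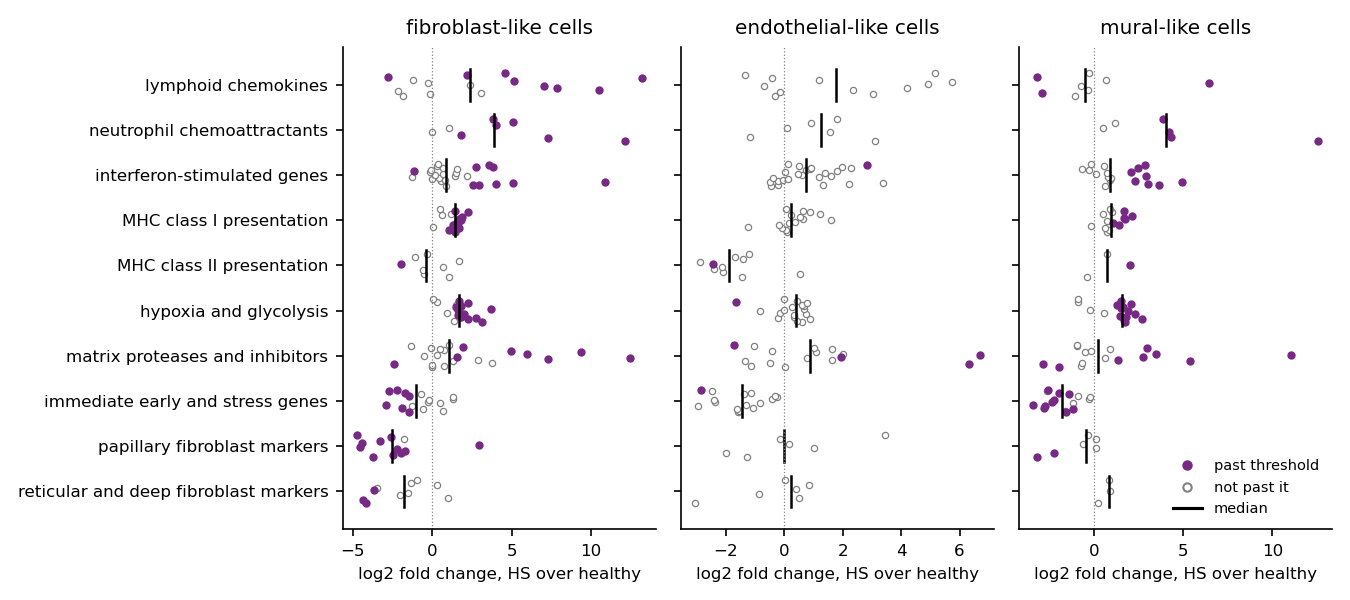
Log2 fold change (HS over healthy) of each measured gene of 10 lists in 3 classes. Filled points passed the threshold, open points did not, and the black bar is the list's median, which in fibroblast-like cells was -2.54 for papillary markers and 1.68 for hypoxia and glycolysis.

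Called genes were compared between classes, which come from the same samples. Fibroblast-like and mural-like cells, the latter with a higher mean of fibroblast transcripts in HS, had 337 higher genes in common, where 86.2 would be expected if calls were independent, and 305 lower ones (59.2). Fibroblast-like and endothelial-like cells had 38 higher genes in common (8.02 expected) and 35 lower ones (9.99).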

Values the study reported

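The study sequenced CD45-negative cells from 3 HS and 6 healthy skin specimens, with between 10,000 and 25,000 cells per lane. Cells with over 500 genes and a mitochondrial share below 5% were used, and the tools included Cell Ranger 3.0.2, Seurat 4.1.0, scDblFinder 1.4.0 and Harmony 0.1.0. The study described higher CXCL13, CXCL10, CCL3 and prostaglandin receptor genes in HS fibroblasts than in healthy ones, in more than a single cluster of fibroblasts. Among stromal cells it found CXCL13 in fibroblasts alone.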

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

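All tests below were chosen after the results they bear on had been seen, except the test of a common cell population for the high-UMI T-like cells, which was written before.

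CXCL13, CXCL10 and CCL3 were found in HS fibroblast-like cells and rarely or never in healthy ones. Free RNA would give all classes of a sample a like share, but in each HS sample at least 1 class of endothelial-like, mural-like and T or NK-like cells lay below fibroblast-like cells beyond the Wilson bounds. The smallest gap was 18.0 percentage points for CXCL13, 8.77 for CCL3 and 0.164 for CXCL10 (in HS replicate 3). Cells of another type would bring their own transcripts. Endothelial-like, mural-like, keratinocyte-like and leukocyte-like cells were counted together. The level in fibroblast-like cells was at least 33.8 (CXCL13), 6.97 (CXCL10) and 5.09 (CCL3) times what they could bring. Free RNA was therefore excluded as the main source, and so were these cells for CXCL13 and CXCL10. For CCL3 in HS replicate 2, 53.2 of the 57.1 CPM they could bring came from 18 cells of an unnamed cluster. That cluster was led by genes of several cell kinds, and a purer kind may hold more CCL3. Such cells therefore stay open as a source of CCL3. High-UMI T-like cells and the other unnamed clusters were not counted. Deeper sequencing of the HS cells was excluded for CXCL13 and CCL3, since at equal UMIs the lowest HS bound lay 16.998 and 8.12 percentage points above the highest healthy bound. These are Wilson bounds, for healthy CXCL13 1.43%, which is wider than the limit from 3 counts. For CXCL10 the bounds overlapped (-1.02) because of HS replicate 3, so depth stays open for that sample. Another mix of fibroblast kinds in HS skin stays open for CXCL13. It was higher in 10 of 10 sub-clusters, overlapping ones from 6 sub-clusterings of the same cells. These were made on values scaled per sample, which can join unlike cells of HS and healthy skin, and with centring alone no sub-cluster could be tested. In the setting used, most HS cells lay in sub-clusters without a test. Induction in HS fibroblasts remains a hypothesis for the rise of CXCL13, because the mix of fibroblasts is open and the way the skin was taken differed with the group.

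Papillary fibroblast markers were lower in HS fibroblast-like cells. A punch reaches deeper dermis than a dermatomed sheet, so skin taken at a different depth would raise the reticular and deep list while the papillary list fell. No such rise was seen, but this cannot exclude depth, since a fall of both lists in HS for another reason would hide it. The reticular list, which missed the threshold, had a median of -1.79 with an upper 95% bootstrap bound over genes of -0.626, a bound that leaves out the spread between samples. A few genes taking most of the counts would lower all genes alike. With library size alone, which does not correct for that, the median of all genes tested was -0.223, against -2.78 for the papillary list (bounds -4.29 and -2.08). Depth and other effects of the way the skin was taken go with the group and stay open.

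High-UMI T-like cells, 689 in all, formed a cluster with a median of 37755 UMIs against 3654 in T or NK-like cells, even though the sort was against CD45. In 8 libraries their median was 29413.5 to 51572, and in HS replicate 2 it was 2143, with 5 of 14 cells above 16800. Doublets of cells of the named classes were excluded. A doublet mixes the UMIs of its cells, but cell division transcripts were at least 11.96 times as high, in every library, as in the highest other named class. An unnamed cluster came close in healthy replicate 2 (2035 CPM against 2754), so doublets with such cells stay open there. Their profiles correlated between libraries with a mean of 0.847 (0.813 to 0.867), and of 0.846 without HS replicate 2, above the means of 0.785 to 0.816 in the classes present in at least 6 libraries, which is consistent with one cell population. MKI67 was found in 19.0% of them at equal depth and in 0.908% of T or NK-like cells. The design gives no biological explanation to test, and where these cells came from stays open.

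The group labels were set against all 84 splits of the 9 samples. In fibroblast-like cells the real split was the only 1 of 84 with as many genes, at 1443 higher and 1633 lower. The highest other counts were 188 and 74. The same held in mural-like cells (1 of 84 in each direction, 655 and 661, highest others 376 and 208). It also held for the difference between classes (1 of 84, 851, highest other 3). No result can be rarer than 1 of 84, and several were set against these splits without adjustment. Chance is therefore unlikely for these counts but not excluded. The calls in the 2 sub-clusters with all 9 samples (1 of 84 splits, 10 calls, highest other 3) do not count here. The study chose those chemokines and the receptor family on the same samples. In endothelial-like cells 3 of 84 splits, the real one included, gave as many higher genes and 2 of 84 as many lower ones (81 and 118). A split of healthy libraries 2, 3 and 4 from the rest gave 358 and 202, and another split by healthy libraries gave 113 and 11. Splits by healthy libraries alone thus gave as many calls, so chance stays open here. The split of healthy libraries 2, 3 and 4 also gave the highest other counts in fibroblast-like and mural-like cells, which points to a structure among the samples. For the number of lists called, chance cannot be excluded: 19 of 84 splits in fibroblast-like cells (11 lists, highest other 15), 30 of 84 in endothelial-like cells (8, highest other 14) and 30 of 84 in mural-like cells (6, highest other 12) gave as many.

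A single healthy sample lay far from the others in 44 of 174 groups of values, where chance gives about 1 in 20 for normally distributed values. Many of these values are sparse counts. Where 1 sample has a UMI and the rest none, as for SBSN, it is flagged by construction. The excess over 1 in 20 therefore does not show by itself that samples stand apart. By cell share the flagged values were mural-like cells at 36.7% (healthy replicate 3, next 10.5%), T or NK-like cells at 4.59% (replicate 2) and high-UMI T-like cells at 5.06% (replicate 1). By share of cells with a UMI they were CCL3 in fibroblast-like cells at 0.235% (replicate 1), CXCL13 and CCL3 in endothelial-like cells at 0.0830% each (replicate 5), CXCL10 in endothelial-like cells at 2.39% (replicate 3) and CXCL10 in mural-like cells at 0.680% (replicate 5). In fibroblast-like cells, healthy replicate 1 was highest for CXCL13 (0.540 CPM), CSF2 (1.98), SBSN (0.180), FDCSP (0.180), CCL3 (1.44), LBP (0.180), IL1B (1.98), PLAU (48.2) and HSPB3 (290.9). Healthy replicate 6 was highest for MMP9 (2.70 CPM), CSF3 (95.7), CXCL8 (2287), IL33 (119), PTGS1 (48.3), MMP12 (1.04) and PFKFB4 (7.07). IL6R-AS1 was highest in healthy replicate 4 (277 CPM), PCSK1N (616), PTGDR (0.542) and CD34 (181) in replicate 3, C7 in replicate 5 (68.8) and PTPRC in replicate 2 (2.13).

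In endothelial-like cells, healthy replicate 3 was highest for TMEM158 (7.79 CPM), KCNK5 (45.6), CXCL10 (255), PTGER4 (19.4), SELE (3355), OSMR (137) and WARS (138). CEMIP (7.75 CPM) and FAM167B (29.2) were highest in healthy replicate 1 and RND3 (20.99) in replicate 4. In mural-like cells MT1G (19400 CPM) and CCL2 (12860) were highest in healthy replicate 4 and NEGR1 (93.9) in replicate 2, while PTGER3 was lowest in replicate 5, at 0 CPM with 10.6 in the next.

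The HS effect differed between fibroblast-like and endothelial-like cells, by the test of the difference itself, for 20 of the genes named. The effect was higher in fibroblast-like cells for CSF2 (9.54 log2), CSF3 (9.53), LBP (7.90), PTGDR (6.78), MMP9 (6.21), CCL5 (4.95), IDO1 (4.19), IL6 (3.86), PLAU (3.52), EGLN3 (3.17), ADM (2.64), DLL1 (2.30), PSMB9 (1.31) and PSMB8 (1.04). It was lower for COL21A1 (-5.97), CD36 (-4.89), ZBTB16 (-4.86), PTGFR (-4.17), EMCN (-3.65) and CDH5 (-2.84). Endothelial transcripts in the fibroblast-like sums were at 168 CPM in healthy and 25.2 in HS samples, so stray endothelial RNA stays open as the reason for the endothelial genes EMCN and CDH5. Cells in unnamed clusters, which no comparison used, made up 6.69% of HS cells and 0.634% of healthy cells.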

How the results depend on the processing

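Thinned sums, the runs without sets of healthy libraries and the sub-cluster settings were added after the data were seen; the rest was planned. Every gene called in the 3 classes kept its direction wherever an alternative measured it. Of the genes named and called, 48 of 65 in fibroblast-like, 6 of 33 in endothelial-like and 31 of 46 in mural-like cells passed in all alternatives that measured them. Leaving out single samples gave 1219 gene results on the same side of the threshold, 173 that lost the call, 3 that gained it and 4 reversed. DESeq2 gave 148, 0, 4 and 1. PTGER4 in fibroblast-like cells ran from -0.599 to 0.0365 without 1 sample, reversed by leaving out HS replicate 1, and was 0.0730 without healthy libraries 2, 3 and 4. PTGER4 in endothelial-like cells ran from -0.680 to 0.969 without 1 sample, reversed by HS replicate 2 or 3 or healthy replicate 3, and was 0.0319 with DESeq2, 0.449 with library size alone and 0.775 without healthy libraries 2, 3 and 4. Genes higher and lower in fibroblast-like cells numbered 858 and 1001 with at most 200 cells, 846 and 891 with thinned sums, and 628 and 652 without healthy libraries 2, 3 and 4. In endothelial-like cells they numbered 254 and 557 with DESeq2, 292 and 64 with library size alone, and 35 and 54 with at most 200 cells; 133 were higher with no filter and 41 with thinned sums, and 208 were lower without the 2 healthy libraries that stand apart most and 225 without healthy libraries 2, 3 and 4. In mural-like cells 1027 were higher with no filter and 384 without the 2 libraries that stand apart most; the counts were 267 and 258 with thinned sums and 169 and 240 without healthy libraries 2, 3 and 4. The difference between classes held 1474 genes with library size alone and 309 with no sample term. Fewer cells or UMIs make calls harder by construction; leaving out healthy samples moved counts both ways, and for this and the other settings the cause was not tested. The differences in share of CXCL13, CXCL10 and CCL3 were 34.2, 14.2 and 20.2 percentage points at 3000 UMIs (exact permutation, adjusted p = 0.0643) and 18.4, 8.02 and 9.31 with 2 UMIs (adjusted p = 0.0714), no longer past the threshold. Each exact permutation p stayed at 0.0238, the smallest possible, and only the adjustment moved these calls. Sub-cluster calls were 5 higher and 3 lower at 10 components and resolution 1, 3 and 1 at 20 components and resolution 0.3 or 0.5, 3 and 2 at 20 components and resolution 1, and 2 lower at 10 components and resolution 0.5. With an estimated correlation 0, 0 and 0 lists passed in the 3 classes, and fry called 2 in endothelial-like cells. Without 1 sample the ranges were 722 to 2008 and 682 to 2063 genes in fibroblast-like cells, 18 to 107 and 4 to 282 in endothelial-like cells, 259 to 876 and 217 to 883 in mural-like cells, and 322 to 946 for the difference. Class shares ran from -6.94 to 16.7 (mural-like), -1.01 to 1.75 (high-UMI T-like), 5.75 without HS replicate 3 to 25.1 without HS replicate 2 (fibroblast-like), 0.414 without HS replicate 2 to 1.95 (keratinocyte-like) and 4.36 without HS replicate 1 to 11.4 (T or NK-like) percentage points, none with a call. Chemokine shares ran from 23.1 to 30.7 (CXCL13), 7.35 to 16.8 (CXCL10) and 13.1 to 16.7 (CCL3), with no call: without an HS sample the smallest possible p was 0.0714, and without a healthy sample it was 0.0357, which adjustment raised to 0.0536. Sub-cluster calls ran from 5 to 9 and 1 to 6, and lists called in mural-like cells from 6 to 10. Alternatives to a comparison of genes in keratinocyte-like cells were not run, as that class held too few cells.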

Other observations

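The tests of single cell groups in this part were looked at only after the data were seen. The unnamed clusters held cells of several kinds, mostly from HS skin. The smallest, with 69 cells, came from HS replicate 3 alone. A cluster with 365 HS and 4 healthy cells was led by GNLY, CD7 and NKG7, genes of cytotoxic lymphocytes. A cluster with 206 and 59 cells was led by JCHAIN, IGHA1, LYZ and CCR7, genes of plasma cells, myeloid cells and migrating dendritic cells. A cluster with 90 and 48 cells was led by the pigment genes TYRP1, PMEL and MLANA, and a cluster with 83 and 17 cells by histone genes. By sample, HS replicate 1 gave 316 cells of the lymphocyte cluster. HS replicate 3 gave 156 of the JCHAIN cluster and 79 of the histone cluster. These clusters were chosen for naming after their genes were seen, and the leukocytes among them were found despite the sort against CD45.

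HS endothelial-like cells lay mostly apart from healthy ones. Per HS sample, 74.4% to 85.8% of them lay in a single cluster that held 1.33% of healthy endothelial-like cells. That cluster was led by CXCL11, PGF, CXCL10 and CXCL9. CXCL10 as a leading gene does not describe HS replicate 3, which gave 39.96% of the cluster's cells. At equal UMIs per cell, CXCL10 was found in 0.165% of the endothelial-like cells of HS replicate 3. The mean of HS replicates 1 and 2 was 25.8% ± 9.97. HS mural-like cells also lay mostly apart from healthy ones. Of those of HS replicates 1 to 3, 74.3%, 97.6% and 83.3% lay in a cluster that held 0.640% of healthy ones. Most cells of that mural-like cluster came from HS replicate 2 (78.7%). HS fibroblast-like cells were spread over several clusters, led by SFRP4, MMP3 and MMP13 (22.4% of them), by IDO1, IL1B and IL11 (18.2%), by CXCL13, MMP11 and LUM (16.8%) and by CRYAB, CCL3 and HSPA6 (14.1%). These came unevenly from the samples: HS replicate 3 gave 98.1% of the first cluster and 76.4% of the third, and HS replicate 1 gave 62.4% of the second and 81.6% of the fourth. In the 92 keratinocyte-like cells of HS replicate 2, CXCL10 was found in 2.17% (Wilson 95% interval 0.598 to 7.58), against 36.7% in HS replicate 1.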
